A study of Rattus norvegicus with 88 samples. Its data were reported in "The regulatory landscape of multiple brain regions in outbred heterogeneous stock rats" (2022).

How the data were processed

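RNA was extracted from dissected IL tissue of single HS rats, and polyadenylated RNA was sequenced as 1 library per rat. According to the study's methods, the authors trimmed the single-end reads with cutadapt, aligned them to the Ensembl rat transcriptome with RSEM, which estimates a read count per gene, and applied an upper-quartile adjustment between libraries. Genes with too few reads over the libraries were dropped, as were libraries with few reads, a genotype that did not match, or an outlying position among expression components. The authors deposited the result as log2 values of the adjusted count plus 1, in one table of 17252 genes by 81 libraries. Versions of these steps were not stated. Turned back from the log2 scale, 100.0% of values under 100 were whole numbers, as rounding leaves them. The upper quartile was between 873 and 889 in every library, a spread that rounding does not account for and whose cause was not tested. On these adjusted counts, 60 genes would fall to a filter like the one described (28 with over 1 count in fewer than 25% of libraries, 39 with a total under 100), so the filter was applied to other values or other libraries than those in the table. RSEM assigns reads that match several genes by estimated shares. In 134 rows the values were identical to another row in all 81 libraries, among them 62 rows in 27 sets with a mean log2 value of at least 5, and such genes cannot be distinguished from each other.

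Because the deposited values are rounded, adjusted and on a log scale, no count model was used. The number of adjusted counts per read, or step factor, was estimated in each library from which low whole numbers its values took, between factors of 0.52 and 4. A factor over 1 leaves whole numbers empty, and a factor under 1 places several read counts on one number. Depth was the total of adjusted counts divided by the step factor. In 40 simulated libraries the factor was within 1% of the true one in 95.0%. Counting error is smallest, relative to the value, for genes with many reads and largest near the floor of 3 counts. Depth limits what can be said of low genes above all in male 14, where 1 read was worth 2.99 adjusted counts.

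Sex and rat batch were taken from the labels. Replicate numbers only name libraries and pair nothing. The 7 libraries that the labels mark as removed were not analysed here. Columns were matched to libraries by title, and no column was left over. The alphabetical order of the column names started over 2 times, which defined 3 stretches; this was noticed after the data were examined, and no condition was inferred from it.

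Tests were fixed before the data were examined, except those that use the column stretches and those stated below to be added or chosen later. The tests of rat batches in pairs and the permutation of sex labels within rat batches were not fixed in advance either. Linear models were fitted to the log2 values with limma 3.58.1 (R 4.3.3), with lmFit and eBayes with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The sex test had rat batch as a covariate, the batch test had sex as a covariate, and the interaction test had both. Differences are on the log2 scale with a pseudocount of 1, which understates the change of low genes. Principal components were computed from gene-centred, unscaled values (numpy 2.4.6), and association of the first 20 with batch or sex was tested with 100000 permutations. Permutation of batch labels within stretches used 10000. Hartigan's dip statistic was computed on residuals after batch and sex and compared with 100000 simulated uniform samples of 81 values. With this number the smallest p-value is 1e-05. Named genes were chosen by rule: the smallest adjusted p-values in each direction for sex, the smallest for batch, the largest dip statistics and the largest residual SDs, limited to 2 identifiers each because the expression table gives no symbols and the reference given matched 0 of its identifiers to one. For the same reason 3 planned results were not run: the sex check on named genes, the variability of a list of named genes, and the correlation of genes that neighbour each other on a chromosome.

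The limma tests for sex and rat batch, the step factor and the dip statistic were tested on simulated data. With 200 of 17252 simulated genes shifted between the sexes by 2 residual SDs, limma recovered 100.0% and called 6 others; with no batch difference simulated, it called 0 genes between batches. The dip statistic was checked against a linear programming solution and did not differ from it in 15 samples. With 200 of 13048 simulated genes given modes 6 SD apart, the dip test recovered 43.5% and called 0 others, so genes with modes this far apart can be missed.

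The alternatives tried were a filter at a mean log2 value of 5, no intensity trend, robust moderation, a pseudocount of 10, median centring, quantile normalization, inverse normal values per gene, other covariates (none, depth, the first 5 or 20 components), leaving out each rat batch, scaled components, and for the dip test a filter at 7, no filter, no adjustment and a threshold of 0.01. For the residual SD they were no adjustment, 20 components, quantile normalization, a pseudocount of 10 and the median absolute deviation, all planned for the list of named genes that was not run. Added after the data were examined were column stretch as a covariate or as a subset, a sex difference that varies between stretches 1 and 2 and stretch 3 (with a pseudocount of 1 or 10), leaving out the library of lowest depth, 1 row per distinct set of values, 2000000 simulated samples and components of inverse normal values.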

Results

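Gene expression in the infralimbic cortex (IL), a medial prefrontal area of the rat brain, was measured by RNA-Seq of polyadenylated RNA from Heterogeneous Stock (HS) rats. HS rats are an outbred population descended from inbred founder strains, and the rats of this study had received no behavioral testing and no drug. The labels described 88 libraries, 1 per rat. Of these, 7 carried a note of removal by the authors and were not analysed here: 3 for a genotype mismatch, 2 as expression outliers, 1 for too many zero counts and 1 for a low read count. The remaining 81 libraries came from 40 females and 41 males in 5 rat batches. Batch 2 held 16 rats, batch 3 held 25, batch 4 held 24, batch 5 held 1 and batch 6 held 15. The sexes were unevenly spread over the batches: batch 2 had 4 females and 12 males, batch 3 had 14 and 11, batch 4 had 13 and 11, and batch 6 had 8 and 7. No 2 libraries held identical values, and the highest Pearson correlation among the 3240 pairs of libraries was 0.982.

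The table held 17252 genes, each with the log2 of an upper-quartile adjusted read count plus 1. Because upper-quartile adjustment brings libraries to a common scale, the total of adjusted counts, 16.9 to 20.0 M per library, is not the sequencing depth. Depth was read instead from the spacing of the low values, which shows how many adjusted counts 1 read was worth in each library. Estimated in this way, the libraries held a mean of 17.9 ± 3.77 M reads (M, mega) counted on genes (SD, n = 81) and a median of 17.4 M. The shallowest library, male 14 of rat batch 4, held 5.95 M and the next 12.2 M. The deepest held 31.8 M. Females had 18.1 ± 3.97 M (SD, n = 40) and males 17.7 ± 3.60 M (SD, n = 41). A value of 0 made up 3.22% of the table. A floor of 3 counts was taken as the limit below which a gene could not be distinguished from an undetected one.

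The first comparison asked which genes differed in expression between the sexes. With rat batch as a covariate, 34 genes differed at an adjusted p-value under 0.05 (limma moderated test, two-sided, Benjamini-Hochberg over 17252 genes), of which 25 were higher in males and 9 were higher in females. The alternative that moved this count most was the addition of the first 5 expression components as covariates, which gave 1332 genes. Only 15 of the 34 were among these. Components 2 and 5 themselves had 35.3% and 39.5% of their variance between the sexes. The 1332 are therefore not an estimate of how many genes differ between the sexes. Of the 34 genes, 9 differed by at least 1 on the log2 scale and 15 by less than 0.5. The values of the 40 females and the 41 males did not overlap for 6 genes, all among the 34. With column order (3 stretches of columns in the table) as a second batch term, all 34 genes stayed under the threshold and the count was 43. Of the 34, 8 were also under the threshold in each of the 3 subsets of libraries defined by column order, where the totals were 9, 8 and 17 genes.

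The genes of smallest adjusted p-value in each direction also served as a check on the sex labels. ENSRNOG00000060617 had a mean log2 value of 7.83 ± 0.39 (SD, n = 41) in males, with every male between 7.12 and 8.72. Every female was at 2 adjusted counts or fewer, under the floor, so the gene was at least 78.6-fold higher in males. Its adjusted p-value was 1.06e-75 (limma). ENSRNOG00000060048 was at 10.16 ± 0.16 (SD, n = 41) in males and 1.06 ± 0.75 (SD, n = 40) in females, a log2 difference of 9.12 with a standard error of 0.12 and an adjusted p-value of 1.68e-71 (limma). In the other direction, ENSRNOG00000051257 was at 9.78 ± 0.70 (SD, n = 40) in females and 1.54 ± 0.90 (SD, n = 41) in males. The male minus female difference was -8.16 with a standard error of 0.14 (limma adjusted p-value 2.67e-63). ENSRNOG00000060048 in females and ENSRNOG00000051257 in males had means under the floor, so both differences depend on the pseudocount. With a pseudocount of 10 they were 6.68 and -6.14. ENSRNOG00000060793 was expressed in both sexes, at 11.67 ± 0.09 (SD, n = 40) in females and 11.06 ± 0.09 (SD, n = 41) in males. Its difference of -0.61 had a standard error of 0.02 and an adjusted p-value of 7.49e-40 (limma). For each of these 4 genes no rat lay in the range of the other sex, so none of the 81 sex labels was contradicted by them. The 4 genes were chosen by the same labels, so this check is not independent of them. The expression table gives gene identifiers without names, and names were not used here.

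**Figure D1:**
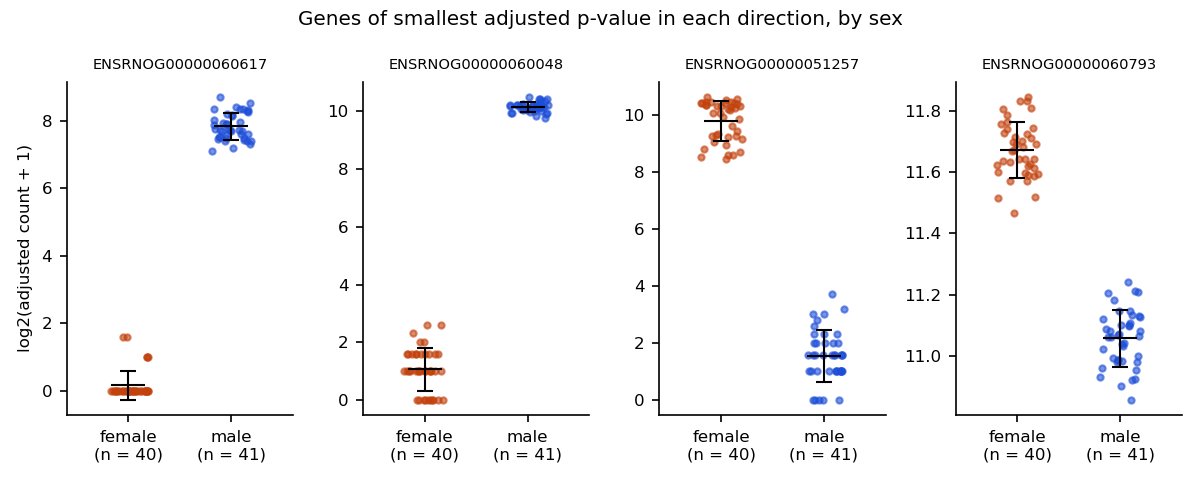
Log2 values (log2 of the adjusted count plus 1, vertical axis) of the 4 genes with the smallest adjusted p-values, 2 in each direction, in 40 females and 41 males. Each point is 1 rat, the bar is the group mean and the whiskers are 1 SD; the vertical axes differ between panels and need not start at 0. The sexes do not overlap in any panel, and the separation is 9.12 for ENSRNOG00000060048 but 0.61 in size for ENSRNOG00000060793.

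Expression components, which the study used as covariates in its mapping of genetic effects, were computed next. The first 20 principal components of the 81 libraries held 50.7% of the variance, and component 1 alone held 13.3%. The share in the first 20 rose to 72.0% when genes were limited to those with a mean log2 value of at least 5. Rat batch was associated with 5 of the 20 components (permutation test of the F statistic, 100000 resamples, adjusted p-value under 0.05 over 20 components, 80 rats). For component 1, batch accounted for 79.0% of the variance in scores, with a permutation p-value of 1e-05, the smallest that these resamples can give. Components 2, 3, 7 and 8 followed with 17.9%, 13.3%, 13.7% and 14.4%. Sex was associated with 4 components (permutation test of the difference in means, two-sided). Component 5 had 39.5% and component 2 had 35.3% of its variance between the sexes, each with a permutation p-value of 1e-05. For components 4 and 6 the shares were 8.61% and 8.83%. When the sex labels were permuted within rat batches, 3 components were associated with sex, and component 4 was not (adjusted permutation p-value 0.0998). Without the library of lowest depth, male 14, the number of components associated with sex was 2 in place of 4.

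The third comparison asked how much expression followed the labelled rat batch. Among 80 rats of batches 2, 3, 4 and 6, 9945 of 17252 genes differed between batches at an adjusted p-value under 0.05 (limma moderated F test, sex as a covariate). The rat of batch 5 was left out because 1 rat gives no spread. Among fits to all 80 rats, a term for column order moved this count most, to 476 genes. Column order overlaps with rat batch: only 3 rats of batch 3, and none of batch 2, shared a stretch with batches 4 and 6. The fall alone therefore does not separate an effect of column order from a loss of power. In pairs, batches 2 and 3 differed in 49 genes and batches 4 and 6 in 597. Across these pairs the counts were larger, at 5609 genes between batches 2 and 4, 6670 between batches 2 and 6, 7965 between batches 3 and 4 and 8581 between batches 3 and 6.

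The columns of the table were not in one alphabetical order but in 3 ascending stretches of 22, 16 and 43 libraries. The labels do not say what the stretches stand for, and they were treated as a possible technical batch. All 39 rats of batches 4 and 6 lay in stretch 3. Of the 25 rats of batch 3, 7 lay in stretch 1, 15 in stretch 2 and 3 in stretch 3. Of the 16 rats of batch 2, 15 lay in stretch 1 and 1 in stretch 2. Only batch 3 therefore separates the labelled batch from all 3 stretches. With both terms in the model, 2892 genes differed between stretches given rat batch, and 476 between rat batches given stretch (limma moderated F tests, 80 rats). Among the 25 rats of batch 3 alone, 2912 genes differed between stretches. Within stretch 1, no gene differed between batches 2 and 3, with 784 genes at an unadjusted p-value under 0.05. Within stretch 3, 597 genes differed between batches 4 and 6. When batch labels were permuted within stretches, 0 of the 20 components were associated with rat batch at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 there were 5, component 1 among them with 0.0479 (permutation test).

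On component 1, the rats of batch 2 had a mean score of 24.4 ± 13.4 (SD, n = 16), those of batch 3 24.4 ± 17.5 (SD, n = 25), those of batch 4 -23.1 ± 11.02 (SD, n = 24) and those of batch 6 -29.0 ± 5.49 (SD, n = 15). The 3 rats of batch 3 in stretch 3 scored from -20.6 to 4.48, and the 15 rats of the same batch in stretch 2 scored from 7.15 to 49.2. The 3 rats were the lowest of the 25 (exact permutation test over 2300 splits, two-sided, p-value 0.000435, the smallest that these splits can give).

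ENSRNOG00000027791 had the smallest adjusted p-value between batches, 4.24e-29 (limma). Its mean log2 value was 7.06 ± 0.66 (SD, n = 16) in batch 2, where the mean adjusted count was 145, and it was listed at 0 in all 39 rats of batches 4 and 6. Taken against the floor of 3 counts, it was at least 48.3-fold higher in batch 2. In batch 3 it lay between 6.86 and 7.85 in the 7 rats of stretch 1 and between 6.60 and 8.47 in the 15 rats of stretch 2, and was listed at 0 in the 3 rats of stretch 3. The rat of batch 5, also in stretch 3, had a value of 5.46. ENSRNOG00000060293 was second, with an adjusted p-value of 4.43e-24 (limma). It was at 9.28 ± 0.24 (SD, n = 16) in batch 2, 9.16 ± 0.37 (SD, n = 25) in batch 3, 8.19 ± 0.20 (SD, n = 24) in batch 4 and 8.09 ± 0.19 (SD, n = 15) in batch 6. The 3 batch 3 rats in stretch 3 lay between 8.13 and 8.36. With stretch in the model, neither gene differed between rat batches, with adjusted p-values of 0.821 for ENSRNOG00000027791 and 0.396 for ENSRNOG00000060293 (limma).

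**Figure D2:**
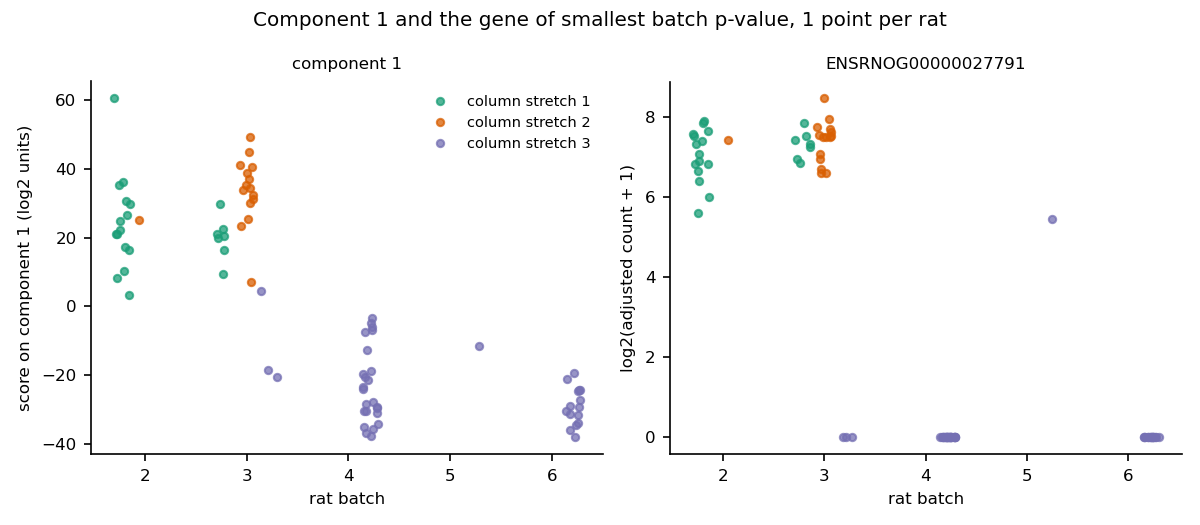
Left, score of each rat on expression component 1 (log2 units); right, log2 value of ENSRNOG00000027791; both by rat batch, with colors for the 3 stretches of columns and 1 point per rat. The 3 rats of batch 3 in stretch 3 score from -20.6 to 4.48 on the left and are listed at 0 on the right, as are the 39 rats of batches 4 and 6.

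Whether the sex difference depended on rat batch was tested with an interaction term. No gene passed an adjusted p-value of 0.05 (limma moderated F test, 80 rats), and the smallest adjusted p-value was 0.996. At an unadjusted p-value under 0.05 there were 531 genes. A pseudocount of 10 in place of 1 gave 1 gene, ENSRNOG00000051257, which was named after its values were seen.

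Because a single variant of large effect can split an outbred population into classes, each gene was tested for more than 1 mode among rats. Of 13048 genes with a mean log2 value of at least 5, 8 had a multimodal distribution after adjustment for rat batch and sex (Hartigan's dip test, adjusted p-value under 0.05). Without the filter on low values the count was 421 of 17252 genes, the largest increase among the settings tried. Low genes had been left out because steps of single reads can make modes of their own. The 421 therefore cannot be read as more genes that split the rats into classes. Of the 8, ENSRNOG00000048456 and ENSRNOG00000048523 held the same values in every library, so they are not separate evidence. The largest dip statistic, 0.146, belonged to ENSRNOG00000028543 (adjusted p-value 0.0217). Its log2 values lay between 3.17 and 6.69 in 42 rats and between 11.77 and 13.25 in 39 rats. The 42 rats with low values were 21 of 40 females and 21 of 41 males, and came from all 5 rat batches. ENSRNOG00000050374 had a dip statistic of 0.132 (adjusted p-value 0.0217). It was at 1 adjusted count or none in 29 rats, all under the floor, and between 8.28 and 8.98 on the log2 scale in 52 rats. The 29 rats were 12 females and 17 males, from 4 rat batches. Another of the 8, ENSRNOG00000049895, named after its values were seen, split the rats the same way in the opposite direction: it lay between 8.61 and 9.41 in these 29 rats and between 6.61 and 7.31 in the other 52 (Pearson correlation of the 2 genes -0.981), so this pair is not separate evidence either. No gene was multimodal after adjustment for the first 20 components, where 12 genes had an unadjusted p-value under 0.05.

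**Figure D3:**
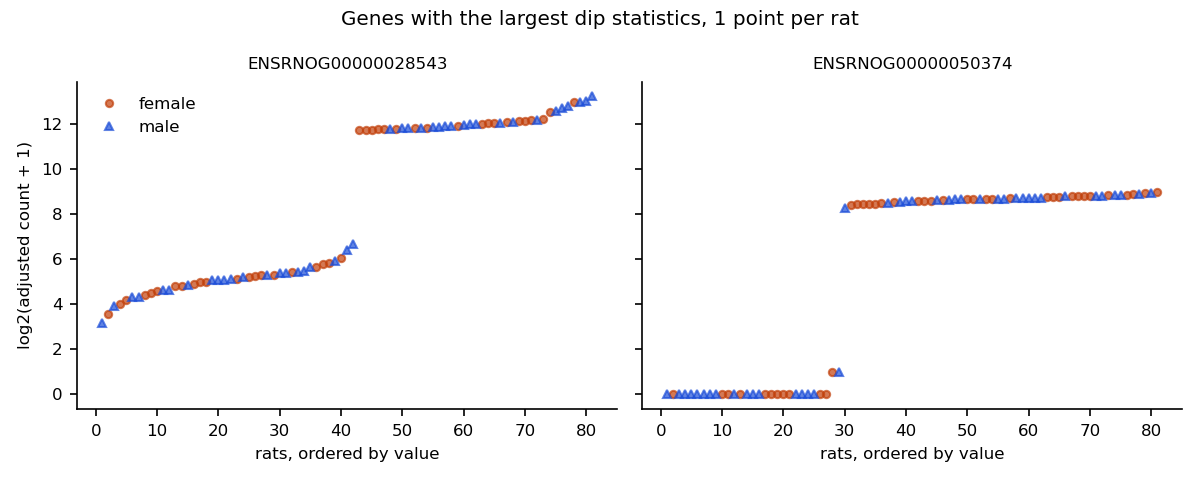
Log2 values (log2 of the adjusted count plus 1) of the 2 genes with the largest dip statistics, with the 81 rats ordered by value along the horizontal axis, females as circles and males as triangles. For ENSRNOG00000028543, 42 rats lie below a gap of 5.08 and 39 above it; for ENSRNOG00000050374, 29 lie below a gap of 7.28 and 52 above it, and both sexes occur on both sides.

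The spread between rats after adjustment for batch and sex had a median SD of 0.19 on the log2 scale over the 13048 genes, with 5% of genes below 0.10 and 5% above 0.47. An SD above 1 was found for 107 genes. The largest were 4.47 for ENSRNOG00000030704 and 4.24 for ENSRNOG00000050374, both among the 8 multimodal genes. As scaled median absolute deviations these were 4.27 and 2.17.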

Values the study reported

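The study reported expression profiles of 5 brain regions from 88 HS rats, 43 male and 45 female. It obtained a mean of 26.7 M raw reads for each library, and after filtering kept 397 samples in 86 rats. It counted between 16 456 and 16 814 expressed genes in each brain region, of which 20% to 24% had a cis-eQTL. The largest sample size of any region was 81.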

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

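Both tests in this part were chosen after the values were seen. Of 8 groups of 4 to 10 rats examined, 5 for ENSRNOG00000051257 and 3 of batch 3 rats in stretch 1 (component 1 and both named batch genes), 2 held a rat set apart from the others of its group, both for ENSRNOG00000051257 in rat batch 6; chance alone marks about 1 in 20 groups. Among the 7 males of batch 6, male 5 had 7 adjusted counts and the other 6 had 1 or 2, a gap of 0.708 of the group's range. Counts of this size lie near the floor of 3, and 3 of the 34 males in the other batches had as many or more, up to 12. Male 5 thus does not stand apart from all males. Whether counting noise is the cause was not tested, since other causes could also give several high males. Among the 8 females of batch 6, female 12 had 1582 adjusted counts and the other 7 had 1240 to 1356, a gap of 0.633 of the range. No female of another batch reached this level, the highest of 32 being 1478. For depth, 6 of the other 7 females had deeper libraries, but a single library does not decide whether depth plays a part. Biological differences between these rats were not tested.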

How the results depend on the processing

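Each alternative changed one choice, except where 2 are named together. No paired analysis was possible because each rat gave 1 library and the replicate numbers pair no rats.

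The number of genes that differed between the sexes, 34, stayed within 1.5 times under 13 of the 21 alternatives, from 26 to 48 genes. It was 18, 19 and 20 without rat batch 3, 4 and 6, of which 18, 16 and 20 were among the 34. Fewer rats were tested there, but the number of rats alone does not account for the fall. Without batch 2 (65 rats) the count was 35, and without batch 6 (66 rats) it was 20. It was 9, 8 and 17 within stretches 1, 2 and 3, again with fewer rats. With the first 5 components as covariates it was 1332, of which 15 were among the 34, and with the first 20 it was 9, of which 6 were among the 34. Components 2 and 5 carry sex themselves, but the cause was not tested. The 4 named sex genes kept their direction and stayed past the threshold under the alternatives that tested them, with adjusted p-values of at most 0.00053 (limma). The filter at a mean log2 value of 5 removed ENSRNOG00000060617.

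The 9945 genes between rat batches stayed within 1.5 times, from 7226 to 10629, under the 13 alternatives fixed before the data were examined, and under 2 added later. With column stretch as a covariate 476 remained. Within stretch 1 there were 0 (784 at an unadjusted p-value under 0.05) and within stretch 3 there were 597. Both named batch genes lost significance under these 3 settings. The interaction count was 1 with a pseudocount of 10 and stayed at 0 under every other single change, a sex difference that varies with stretch among them (smallest adjusted p-value 0.575). With both of these together it was 5.

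The share of variance in the first 20 components, 50.7% with a jackknife SE of 0.81, was 64.8% with scaled genes, 64.1% with inverse normal values, 72.0% with genes of mean log2 at least 5 and 49.4% with quantile normalization. For component 1 the first 3 of these gave 22.03%, 21.8% and 26.7%. The number of components associated with rat batch was 3 with quantile normalization. The number associated with sex was 1 with scaled genes, 1 with inverse normal values and 2 without male 14. The cause was not tested, apart from the scaling itself, which gives low genes with large spread less weight.

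The number of multimodal genes, 8, depended on the setting. It was 421 with no filter on low values, where steps of single reads can make modes, and 3 with a mean log2 of at least 7. It was 25 with no adjustment and 3 with column stretch in the residuals. It was 0 after the first 20 components and 0 after 20 components of inverse normal values. At an adjusted p-value under 0.01 it was 0 with 100000 simulated samples, whose smallest p-value cannot reach that threshold for 8 genes, and 4 with 2000000. With 1 row per distinct set of values it was 6, since the pair of identical rows had held each other under the threshold. Among the single named genes, 12 values under alternatives lost significance, all of batch genes or dip statistics, 6 residual SDs moved, and none reversed. The residual SDs of ENSRNOG00000030704 and ENSRNOG00000050374, 4.47 and 4.24, were 2.96 and 2.65 with a pseudocount of 10, 3.09 and 3.19 after 20 components, and 4.27 and 2.17 as median absolute deviations. Depth limits the low genes: the values at or under 3 counts have no order.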

Other observations

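What the thinning of libraries, the random covariates and the stretch term for ENSRNOG00000051257 would show was set down before they were run; the other tests in this part were chosen, or what they would show was set down, after the results were seen.

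The counts of genes were set against other splits of the same rats. For sex, 1 of 100 splits of the 81 rats, the real one, gave as many as 34 genes, and the largest other split gave 1. For rat batch, 1 of 100 splits of the 80 rats gave as many as 9945, and the largest other gave 16. At an unadjusted p-value under 0.05 sex stood out less, since 12 of 100 splits gave as many as the real 1339 genes. For the interaction, 100 of 100 splits of the sexes within batches gave as many as 0 genes, as any split must, so these splits decide nothing. At an unadjusted p-value under 0.05, 78 of 100 gave as many as the real 531.

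The split of component 1 between batches 2 and 3 on one side and 4 and 6 on the other may be a technical batch that follows the order of the columns. The 3 rats of batch 3 in stretch 3 scored below the other 22 (exact permutation p-value 0.000435). Of these 3, male 19 at -20.6 and male 24 at -18.6 lay among the scores of batches 4 and 6, while female 4 at 4.48 lay above every rat of those batches. Within batch 3, 1 of 100 splits of the 25 rats, the real one, gave as many as 2912 genes between stretches, with 174 the largest other. In pairs within batch 3, stretches 1 and 2 differed in 1697 genes and stretches 2 and 3 in 1389 (limma). The 2912 genes are therefore not specific to stretch 3. For 6 genes the 38 rats of stretches 1 and 2 did not overlap the 42 of stretch 3 (batch 5 left out), while 0 genes separated the 41 rats of batches 2 and 3 from the 39 of batches 4 and 6. ENSRNOG00000027791 is the clearest of the 6, with the exception of the batch 5 rat, which lies in stretch 3 and had 5.46. Other explanations are argued against: with depth as a covariate 9714 genes still differed between batches, and with quantile normalization 9842. The stretches cannot be the whole cause, since batches 4 and 6 lie in one stretch and differed in 597 genes; 1 of 100 splits of those 39 rats gave as many, and the largest other gave 19. What stays open is whether the 597 reflect a finer technical batch or the rats themselves, which the labels do not separate. A biological difference between rat batches was not tested.

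At a pseudocount of 10, ENSRNOG00000051257 was the 1 gene whose sex difference depended on rat batch (limma adjusted p-value 1.47e-05). Females had a mean of 620 ± 116 adjusted counts (SD, n = 4) in batch 2, 568 ± 217 (SD, n = 14) in batch 3, 1294 ± 145 (SD, n = 13) in batch 4 and 1335 ± 107 (SD, n = 8) in batch 6, while male means were between 1.55 and 4.45. A gene present in a single sex can show a batch shift as an interaction, but with a pseudocount of 1 this gene did not pass. On that scale its female means were 9.07 in batch 3 and 10.33 in batch 4, and its male means 1.16 and 2.26. With the sex difference allowed to vary between stretches 1 and 2 and stretch 3, the adjusted p-value of this gene for rat batch was 0.99995 (limma). That fit called 5 other genes, none of them called without the stretch. The smallest adjusted p-values were 4.00e-07 for ENSRNOG00000013695 and 0.000143 for ENSRNOG00000021357, chosen after their values were seen; all 5 had mean log2 values of 0.505 to 0.891 and were listed at 0 in 40 to 59 of 81 libraries. Only 1 female of batch 3 lay in stretch 3, with 927 adjusted counts, so stretch 3 and rat batches 4 and 6 cannot be told apart for this gene. The other females of batch 3 had mean log2 values of 9.42 ± 0.39 (SD, n = 5) in stretch 1 and 8.74 ± 0.29 (SD, n = 8) in stretch 2. The mean thus also varied with stretch inside that batch.

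In 3 of the 41 males, ENSRNOG00000060437 and ENSRNOG00000062152 were both listed at 0. In the other 38 males the first had a mean log2 value of 6.69 ± 0.29 (SD) with a minimum of 5.91, and the second 3.65 ± 0.65 (SD). These libraries, male 3, male 41 and male 12, were picked because of these values and were not compared as a group. Mislabelled females are argued against: for all 6 other genes at least 1 higher in males on the log2 scale, each of the 3 libraries lay in the range of the other males, and at least 4 of the 6 were above every female. Depth is argued against as well, since 2 males with shallower libraries than any of the 3 had both genes above 0. The libraries lay in 2 stretches and in rat batches 2 and 4, which argues against a technical batch that follows the stretches. Male 3 and male 41 shared stretch 1 and rat batch 2, so a finer technical batch stays open. A candidate explanation is a sequence difference carried by some males that removes both genes: the same 3 males listed both at 0. They were picked for this, so it decides nothing, and shared reads between the 2 genes would give the same coincidence. The same search as for the multimodal genes below tried only the gene of most negative correlation with each. Its sums were not unusually even, with 972 and 444 of 1000 shuffles giving a sum of as small a relative SD. A gene with many more counts could be missed in this way, so the search does not exclude shared reads. The position of the genes was not used here.

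Male 14 of rat batch 4 had 1487 genes at 0, where the next library had 915, and a score of 87.2 on component 3, where the others lay between -19.8 and 20.96. Its depth of 5.95 M reads may be part of the cause. When the other 80 libraries were thinned to this depth, they had a median of 1086 genes at 0 and a maximum of 1373, and 0 of the 80 reached 1487. Depth alone therefore does not account for its zeros; other causes, RNA quality among them, were not tested. The authors' filters had kept this library.

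Of the 8 multimodal genes, 3 were still called with the stretch in the residuals, so for those a technical batch that follows the columns is argued against. The loss of all 8 after 20 components need not mean that the components carried these genes. When 20 random covariates were used in their place, all 100 of 100 draws left 0 multimodal genes, so any 20 covariates are likely to blur the modes in 81 rats. Still, the 20 components of unscaled values explained 70.6% of the variance of ENSRNOG00000028543 and 56.0% of that of ENSRNOG00000050374, against 22.9% and 22.7% for 20 components of inverse normal values. The first components of unscaled values may thus take up single genes of large spread, which is a hypothesis. Where ENSRNOG00000050374 is near 0, another gene is high by about as many counts. The log2 of its adjusted counts summed with those of ENSRNOG00000049895 was 9.09 with an SD of 0.164 over the 81 rats (8.61 to 9.41), where the single genes had SDs of 4.17 and 1.00. ENSRNOG00000049895 is the gene of most negative correlation with it among all genes. When the values were shuffled among rats and the search repeated, 0 of 1000 shuffles gave a sum of as small an SD relative to the single genes. This fits reads shared between paralogs, which the counting assigns to one gene or the other, although sequences were not compared here. A null allele whose dosage adds up is argued against: it would place rats with 1 working copy 1 below those with 2 on the log2 scale, and the 52 rats above the gap span 0.71. The same search was run for the other multimodal genes. ENSRNOG00000006612 and ENSRNOG00000049132, chosen after their values were seen, had a correlation of -0.980 and an SD of 0.228 for the sum against 3.68 and 3.76, with 0 of 1000 shuffles as small. For ENSRNOG00000028543 the counts summed with those of ENSRNOG00000017895 had an SD of 0.199 against 3.62 and 0.432 (correlation -0.720, 0 of 1000 shuffles), but the values of that gene overlapped between the rats on either side of the gap. For ENSRNOG00000049056, 170 of 1000 shuffles were as small, and for the remaining 3 genes 1 to 29. Which rats list the reads under which gene may follow a strain variant against the reference, which stays open with 0.164 as the SD of the sum. Genotypes were not used here.

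Identical rows matter to counts of genes. In 5 rows with a mean log2 value of 12.83, all 81 values were the same, and 134 rows in all repeated another row. Over the 17172 distinct sets of values, 34 sets differed between the sexes and 9895 between rat batches.

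The labels of all 88 libraries give 45 males and 43 females, the 4 males and 3 females marked as removed included. The numbers of males and females quoted from the study are the reverse. The sex of the removed libraries was not tested, and the cause was not tested.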
